A study of Homo sapiens with 34 samples. Its data were reported in "Cell size-dependent mRNA transcription drives proteome remodeling" (2026).

How the data were processed

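hTERT-RPE1 cells, an immortalised human retinal pigment epithelial line, carried doxycycline-inducible constructs that, per the labels, knock down or overexpress CCND1. By the study's methods an shRNA against the 3′ UTR of CCND1 is induced in both lines, and in the overexpression line together with a CCND1 allele that it spares. The genotype field of the labels names both constructs for each sample, and the line was taken from the titles. Cells were induced with 0.5 µg/mL doxycycline, pulsed from day 4 with 10 µM 4-thiouridine (s4U) for 24 h with fresh medium every 3 h, and chased in medium with 1 mM uridine. Unlabelled cells received uridine in place of s4U and were collected with the 0 min samples. From 75 ng of RNA per sample, 3′ end libraries (QuantSeq FWD) were read for 100 nt after alkylation of s4U, which makes it read as C. There were 34 libraries, 17 per line, grouped by line, replicate number and chase time from the GEO titles. The libraries of each line and replicate number were taken as a time course, giving 4 courses. The labels do not say whether the courses came from separate cultures.

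The deposited tables hold, for each of 71668 annotated 3′ UTR intervals, raw counts of reads, of reads with a T>C conversion, of multimapped reads, of covered T bases and of T>C conversions, made by the authors' sequencing service with SLAMdunk 0.4.3 on hg38. The deposited CPM column is the read count scaled to the mapped reads of the library, as a constant ratio of the count to CPM in each library showed, and served here only to recover the number of mapped reads. The deposited conversion rate is a fraction, conversions over covered T bases, and equalled that quotient in every interval tested. The release of the 3′ UTR annotation is not given in the sources used here. Counting was by strand.

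Intervals of a gene symbol were summed, and 1168 intervals whose name lists several genes were left out (2.28% to 2.74% of reads per library). For abundance all other intervals were used, giving 19041 genes. For half-lives, 7814 intervals with over 10% multimapped reads over all libraries were left out as well (16.4% of reads), which left 17037 genes. That filter stood in for the removal of multigene reads stated in the study's methods, since single reads were not used here. The CPM given for single genes is relative to 3′ UTR reads, scaled by TMM in the tested comparisons, while that of the half-life filter is relative to mapped reads. Depth was 14712332 to 44480703 3′ UTR reads per library, 61.5% to 75.5% of mapped reads. Reads carry no molecular identifiers, so the Wilson 95% intervals computed for conversion rates cover counting error only. Libraries of the same line and time differed far beyond counting error in all 14 pairs tested (chi-square per degree of freedom of 26.3 to 393, r of 0.963 to 0.994).

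Abundance between the lines was tested with edgeR's quasi-likelihood test (TMM scaling, filterByExpr) on counts summed per course over the 6 samples present in all courses (unlabelled, 0, 180, 360, 720 and 1440 min), 2 courses against 2. TMM factors lay between 0.986 and 1.01. The label (0 min over unlabelled), the chase (1440 over 0 min) and the difference of the chase change between the lines were tested in the same way on single libraries, 4 against 4 for the label and the chase with the line as a covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and measure the spread between courses. The main tests of the label and the chase did not pair the libraries of a course, and each course as a block was tried as an alternative. Standard errors are those of the fitted log2 fold change. Gene lists were tested with camera (limma) at a preset inter-gene correlation of 0.01 and again with an estimated correlation. Of 22 lists, 21 had enough measured genes in abundance and 18 in half-life. The list of blood cell markers had fewer than 2 measured members and was not tested. The list named zinc finger genes holds every gene with a ZNF symbol. List symbols were matched to those of the deposited tables, so that CCN1, CCN2 and RIGI were read as CYR61, CTGF and DDX58.

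Half-lives followed the study's methods except where stated. For each gene, course and time point with at least 1 CPM, the T>C rate was the sum of conversions over the sum of covered T bases, minus the rate in the unlabelled library of the same course, with negative values set to 0, a choice made here. The rate was divided by that at 0 min and fitted by least squares to exp(-Kt), with at least 4 time points. The half-life is the natural logarithm of the number 2 over K, and fits with an R2 under 0.6 were left out (2278 to 4467 genes per course). Also left out, by a choice made here, were fits whose K reached an end of the range searched (230 to 513 genes). The study's filter on time points by their number of labelled genes was not applied. Of 9555 to 9803 genes fitted per course, 49.2% to 71.0% were kept. A half-life ratio was taken for the 3317 genes with a half-life in all 4 courses and tested with limma on log2 half-lives. K includes dilution by cell growth, for which the labels give no rate. The exact permutation test of 4 courses cannot give a two-sided p below 0.333.

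Genes were named by a rule set, as were the tests, gene lists and most alternatives, before the data were examined. CCND1 was always named. In abundance it took the 8 highest and 8 lowest log2 fold changes past the threshold among genes with a mean of at least 10 CPM and the same direction in all 4 between-line pairs of courses, and up to 3 members of each list. In half-life it took the 6 shortest, the 6 longest, the 6 highest and the 6 lowest ratios among genes with at least 20 CPM, up to 2 members of each list, and KLF6, EIF1, RAB7A, RHOA, MYC, ACTB and GAPDH in every case. In the chase it took the 5 highest and 5 lowest changes past the threshold among genes with a mean of at least 10 CPM. The text gives a part of these genes, and some are not reported here. Outside the rule, list members named in the chase, ATM in the label comparison and PLAT and TXNIP in the difference between the lines were named after their values were seen.

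Each analysis step was tested on simulated data with 200 changed genes. For abundance (12936 genes), 26.9% of genes changed 1.5-fold were recovered, 65.7% of those changed 2-fold and 92.4% of those changed 4-fold, and 7.52% of calls were false. For the label (11614 genes) the recovered shares were 1.49%, 19.4% and 81.8%, and 2.86% of calls were false. For the chase (11749 genes) they were 34.3%, 68.7% and 93.9%, with 7.09% of calls false, and for its difference between the lines (12021 genes) 2.99%, 29.9% and 57.6%, with 11.8% false. For the half-life test (3317 genes) they were 0%, 8.96% and 89.4%, with 8.45% false. Simulated half-lives were returned with a median log2 error between -0.01 and -0.00 and lay within 25% of the true value in 82.0% to 84.0% of genes. The simulation kept 8629 to 8927 genes per course, against 4823 to 6815 in the data. The measured curves thus fitted less well than the simulated ones, and this accuracy does not carry over to the measured half-lives. Of 20 simulated lists of 30 genes shifted by 0.5 on the log2 scale, camera called 20 at the preset correlation and 0 with an estimated correlation, and of 100 unchanged lists it called 0 in both. The simulated genes vary independently, so these counts do not show how either form does on lists whose genes vary together. The estimated form called 0 of the 20 shifted lists, so a call lost under it is no sign that genes vary together. The list calls were read at the preset correlation, as set before the data were examined, with the other p beside them.

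The alternatives tried were DESeq2, other filters on low counts, library-size scaling, multimapped intervals kept or left out, all libraries in place of sums, the unlabelled libraries alone, each line alone, each course left out, a replicate block, and, for half-lives, other backgrounds, floors, goodness-of-fit limits, time points, weights and measures. After the data were seen, alternatives were added that leave out the 720 min library of overexpression course 1, all 720 min libraries, the unlabelled libraries, or the 3 libraries with a correlation under 0.95 to the rest of their line, or that remove a trend on GC content, taken from 300 nt windows at the 3′ ends in the hg38 reference. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Medium-sized cells, cell size and proteins were not analysed here.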

Results

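SLAM-seq followed the decay of labelled mRNA in a pair of doxycycline-induced hTERT-RPE1 lines, labelled as a knockdown and as an overexpression of CCND1, which encodes cyclin D1, a driver of entry into S phase. In the study's account the knockdown cells are large and the overexpression cells small, and the libraries ask whether mRNA turnover differs with cell size. Cells took up s4U for 24 h and were then chased in uridine, so that the T>C conversion rate of a transcript falls as its labelled copies are lost. There were 34 libraries, 17 per line, of which 30 were labelled and 4 were unlabelled background. They form 4 time courses, with 7 and 8 labelled time points between 0 and 1440 min in overexpression courses 1 and 2, and 6 and 9 in knockdown courses 1 and 2. Each library held 14712332 to 44480703 3′ UTR reads and 10317 to 10791 genes at 1 CPM or more. With 2 courses per line, p-values measure the spread between courses, and the labels do not say whether these came from separate cultures. The libraries of a line correlated with the rest of that line at r of 0.966 to 0.99 across 8398 genes, except for 3. These were the unlabelled libraries of knockdown course 1 (r of 0.887) and overexpression course 1 (0.918) and the 720 min library of overexpression course 1 (0.864), whose deviations ran with GC content across genes at r of -0.584, -0.231 and -0.479. In the other libraries this r ran from -0.352 to 0.483, so the second of these values is within their range.

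Reads in the 3′ UTR of CCND1 itself (hg38 chromosome 11, 69651283 to 69654474) were more abundant in the line labelled knockdown. The level was 148 ± 11.0 CPM there and 58.2 ± 5.83 CPM in the line labelled overexpression (SD, n = 2 courses each), a log2 difference of 1.35 with a standard error (SE) of 0.13 and an adjusted p of 1.5e-04 by edgeR, with the same sign in all 4 course pairs. Single libraries held 78.9 to 197 CPM in the 17 labelled knockdown and 41.3 to 84.1 CPM in the 17 labelled overexpression. By the study's methods both lines induce an shRNA against this 3′ UTR, and the overexpression line adds an allele of CCND1 that the shRNA spares, so these reads hold what is left of the targeted transcript in either line. A transgene without the native 3′ UTR gives no reads in this interval, and no uninduced cells were analysed here, so the CCND1 reads check neither label. By the same methods the knockdown and the overexpression were checked on protein, which was not analysed here. Directions between the lines below follow the labels, and the lower levels of DNA replication genes in the line labelled knockdown run with the slower division of those cells in the study's account. In what follows "knockdown" and "overexpression" stand for libraries so labelled.

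Abundance was compared between the lines first, as the background to any difference in turnover. At a preset correlation between genes, the lists of DNA replication, mitosis and DNA repair were less abundant in the knockdown courses, and those of the extracellular matrix, with 18 of 29 genes higher, and the lysosome, with 19 of 46, more abundant. With an estimated correlation none of these 5 lists was called, at an adjusted p of 0.102 by camera for each. That form called 0 of 20 simulated shifted lists. The estimated correlation was -0.017 for mitosis, -0.009 for DNA repair, -0.020 for the matrix and -0.003 for the lysosome, below the preset 0.01. It was 0.034 for DNA replication. For the other lists the loss of the call does not come from a higher correlation. Among 45 measured genes of DNA replication and the G1/S transition, 44 were lower and 1 was higher (median log2 of -1.16). E2F2, a transcription factor of the G1/S transition, was at 3.97 ± 0.603 CPM in the knockdown and 29.8 ± 2.29 CPM in the overexpression courses (SD, n = 2), a log2 of -2.91 (SE 0.18, adjusted p of 1.2e-05), and the primase subunit PRIM1 and the clamp loader subunit RFC4 were lower by log2 of -1.74 and -1.60. FN1, the matrix protein fibronectin, was at 4701 ± 423 CPM against 1540 ± 84.3 CPM (log2 of 1.61, SE 0.12, adjusted p of 5.7e-05). In total 2885 of 13165 genes differed, 1471 higher and 1414 lower in the knockdown courses, and 4583 did so at an unadjusted p under 0.05.

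Of 34 mitosis genes, 32 were lower and 2 did not pass (median log2 of -0.82), among them the cyclin CCNA2 at -1.29, the proliferation marker MKI67 at -1.22 and the kinase AURKB at -1.18. Of 30 DNA repair genes, 24 were lower and 6 did not pass (median of -0.92), with the Fanconi anaemia gene FANCD2 at -1.56 and the helicase BLM at -1.53. Of 30 ribosome biogenesis genes, 7 were lower, 0 higher and 23 did not pass (median of -0.28), with the nucleolar methyltransferase FBL at -0.77. Of 29 extracellular matrix genes, 18 were higher, 2 lower and 9 did not pass (median of 0.91), with the collagen cross-linking enzyme LOX at 1.57 and the thrombospondin THBS1 at 1.77. Of 46 lysosome genes, 19 were higher, 1 lower and 26 did not pass (median of 0.43), with the protease CTSK at 1.69 and SGSH, which degrades heparan sulfate, at 1.52. The exception was GUSB, which encodes the lysosomal enzyme beta-glucuronidase, at -1.17. Adjusted over the list alone, 45, 32, 25, 7, 25 and 28 genes of these lists passed, in the order replication, mitosis, repair, ribosome biogenesis, matrix and lysosome. The camera test called all of them, with adjusted p of 1.4e-20, 7.0e-14, 6.5e-11, 7.7e-04, 1.4e-07 and 2.3e-07. With an estimated correlation none of these calls held, with an adjusted p of 0.482 for ribosome biogenesis and 0.102 for each of the others.

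The 78 cytosolic ribosomal protein genes were lower as a list (median of -0.14, 12 above 0, adjusted p of 0.0127 by camera, and adjusted p of 0.702 with an estimated correlation), although 2 passed singly, 76 did not, and 0 passed adjusted over the list alone. Those 2 were RPS27 at -0.58 and RPL36A at -0.45, of whose reads 99.1% and 88.3% map to several places, so that related copies cannot be separated. The remaining lists were not called. Of 23 p53 target genes 5 were higher and 3 lower (9 adjusted over the list alone), of 24 cholesterol synthesis genes 3 and 2 (10), of 20 cytokine genes 6 and 4 (11), of 37 immediate early genes 7 and 4 (13), of 25 genes of amino acid and unfolded protein stress 3 and 8 (12), of 29 interferon response genes 7 and 4 (14), and of 27 actin cytoskeleton genes 6 and 1 (7). Oxidative phosphorylation had 2 higher of 55, the proteasome 2 lower of 29 and glycolysis 0 of 17, with 0 adjusted over the list alone in each, while of 394 zinc finger genes 15 were higher and 18 lower (12). Camera's adjusted p for these lists lay between 0.142 for the zinc finger genes and 0.629 for the immediate early genes.

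The largest single differences among genes of at least 10 CPM were in CPA4, a carboxypeptidase, at 686 ± 98.0 CPM in the knockdown against 32.1 ± 8.31 CPM in the overexpression courses (log2 of 4.42, SE 0.20, adjusted p of 2.7e-06), and NDRG4 at a log2 of 4.34. PLAT, the tissue plasminogen activator (chromosome 8, 42175233 to 42175992), followed at 3.77 in the sums over the chase, in which it rose, and was at 26.2 ± 1.31 against 7.94 ± 4.00 CPM at 0 min (SD, n = 2). Next were IGFBP5, a binding protein of insulin-like growth factors, at 3.39 and the laminin chain LAMA4 at 3.13. After E2F2, the lowest were the growth factor PTN at -2.72, the fatty acid elongase ELOVL2 at -2.55 and the histone gene HIST1H4C at -2.17, with MYBL2, a transcription factor of cycling cells, at -2.02. The courses that gave these values each include an unlabelled library, and those of both first courses stood apart. In the 4 unlabelled libraries alone, 2 against 2, edgeR called 4 genes, all among the 2885. With all 34 libraries taken as samples and time as a covariate it called 5311.

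**Figure D1:**
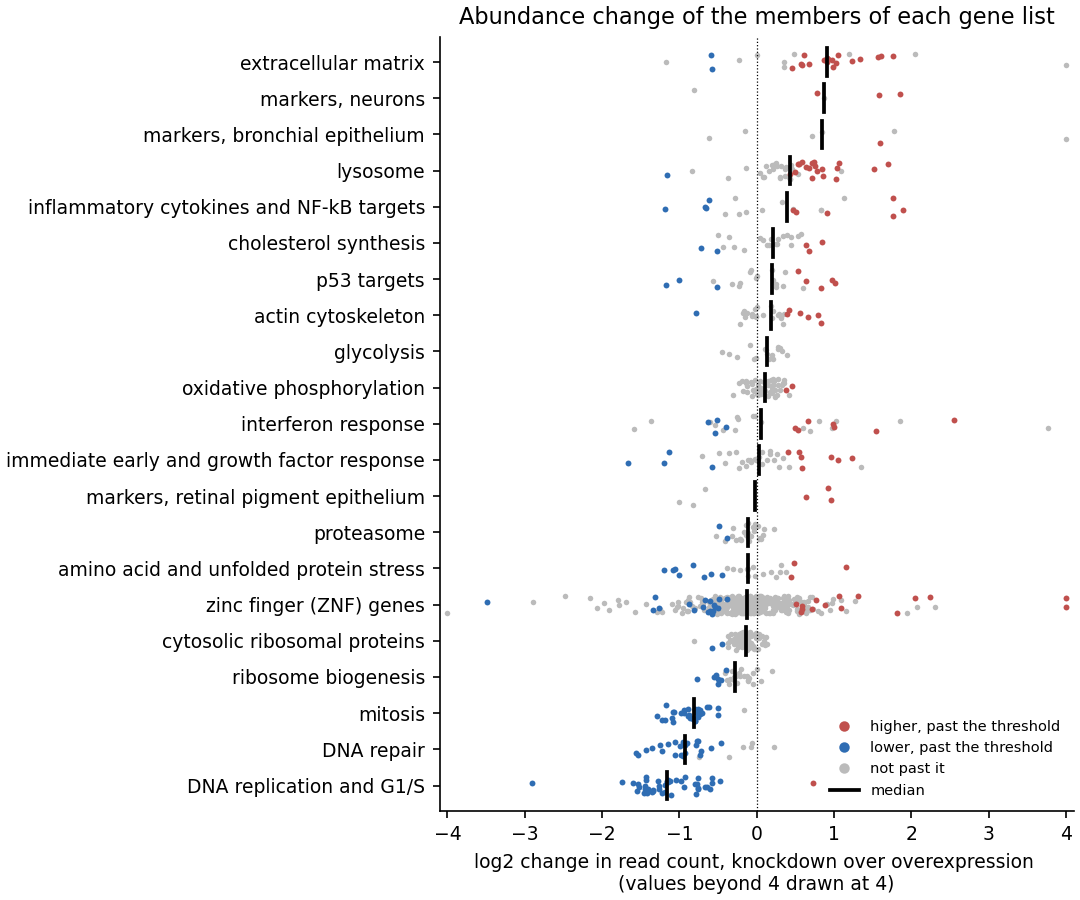
Log2 difference in abundance of each measured gene of the fixed gene lists, knockdown over overexpression, with the list on the vertical axis, a point per gene, coloured where it passed the test, a bar at each median, and values beyond 4 drawn at 4. Members of DNA replication and G1/S sit almost wholly below 0, with a median of -1.16, and extracellular matrix genes mostly above it, with a median of 0.91.

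The label itself showed how fast the mRNA population turned over. Across all 3′ UTR reads the T>C rate at 0 min was 0.870 ± 0.0296% in the knockdown and 0.948 ± 0.0212% in the overexpression libraries (SD, n = 2), against 0.0245 ± 0.00720% and 0.0228 ± 0.00729% in the unlabelled libraries. After 180 min, 82.7% to 83.3% of the background-corrected 0 min rate was left in the 4 courses. After 720 min 30.4% and 28.8% were left in knockdown courses 1 and 2, and 16.7% and 22.4% in overexpression courses 1 and 2, the first of these from a library that stood apart. After 1440 min 9.95% and 8.70% were left in the knockdown and 5.69% and 4.17% in the overexpression courses. The decay constant, averaged over the 4 courses, was 0.0621 per h in the first 180 min, 0.130 per h from 180 to 360 min, 0.142 per h from 360 to 720 min and 0.106 per h from 720 to 1440 min. The third of these ran from 0.106 to 0.204 per h, the highest from overexpression course 1, whose 720 min library stood apart.

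**Figure D2:**
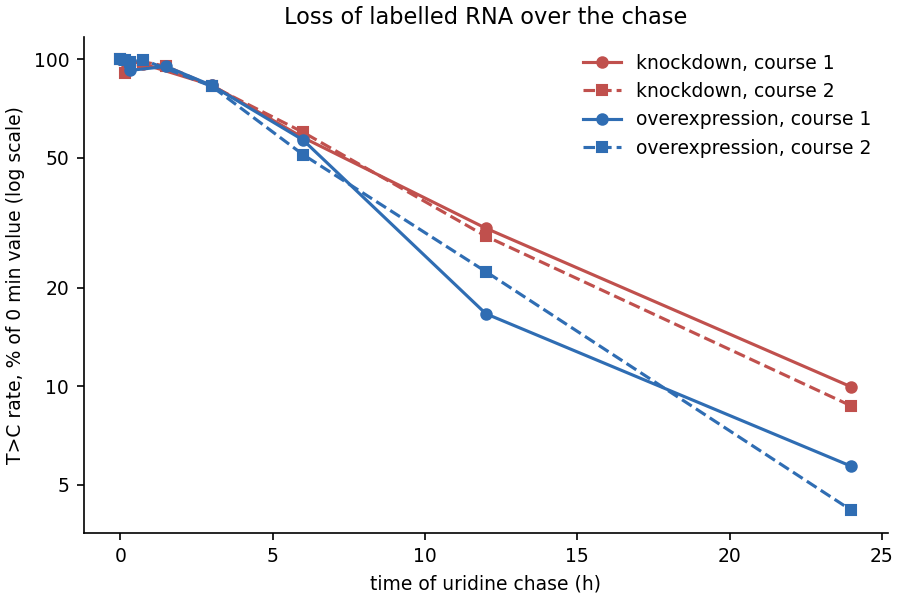
Background-corrected T>C rate over all 3′ UTR reads as a percentage of that at 0 min, on a log axis, against chase time in h, with a line per time course. At 1440 min the knockdown courses hold 9.95% and 8.70% and the overexpression courses 5.69% and 4.17%.

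Fitted half-lives of single genes ran from under an hour to over a day. Among the shortest were those of IER3, an immediate early gene, at 2.0 ± 0.123 h in the knockdown and 1.20 ± 0.143 h in the overexpression courses (SD, n = 2), of EDN1, which encodes endothelin, at 1.89 ± 0.593 and 0.863 ± 0.553 h, and of the mitotic kinase gene WEE1 at 1.95 ± 0.123 and 1.15 ± 0.289 h. Among the longest were those of ribosomal protein genes such as RPS12, at 52.3 ± 28.9 and 18.8 ± 6.21 h. RPL27A was at 42.9 ± 5.82 and 18.7 ± 0.545 h and RPLP1 at 40.5 ± 11.9 and 29.0 ± 2.10 h. LGALS1 was also among the longest, at 33.96 ± 5.28 and 27.5 ± 3.42 h. The myosin light chain MYL6 was as well, at 38.8 ± 12.9 and 19.0 ± 3.51 h. CCND1 mRNA had half-lives of 4.75 ± 0.337 and 2.83 ± 1.09 h and MYC, a transcription factor of growth, 3.06 ± 2.35 and 0.631 ± 0.511 h. KLF6 had 1.79 ± 0.0829 and 1.59 ± 0.191 h, EIF1 5.59 ± 0.115 and 4.71 ± 0.340 h, RAB7A 9.65 ± 2.38 and 6.20 ± 1.12 h, RHOA 22.4 ± 0.633 and 14.2 ± 2.94 h, and the glycolysis gene GAPDH 29.4 ± 12.3 and 18.7 ± 0.240 h. ACTB, of whose reads 41.8% map to several places, gave 16.8 ± 0.402 and 11.6 ± 0.611 h with those reads kept and was left out otherwise. Values near and beyond the 24 h chase are extrapolated. K includes dilution by growth, so at steady levels no half-life should exceed the doubling time. Those of RPS12, RPL27A, RPLP1, LGALS1, MYL6 and GAPDH in the knockdown courses exceed the doubling time the study gave, quoted below. So do those of RPLP1 and LGALS1 in the overexpression courses. The cause was not tested, and these values cannot be read as half-lives of the mRNA.

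The median half-life was 4.96 h over 4196 genes in the knockdown line and 4.58 h over 4804 genes in the overexpression line. Without the 720 min library of overexpression course 1, which stood apart, the overexpression median was 5.01 h, and the order of the lines was reversed. The medians of single courses were 4.31 and 5.03 h in the knockdown and 4.62 and 4.11 h in the overexpression line. For the 3317 genes with a half-life in all 4 courses, the course medians averaged 5.17 ± 0.257 h in the knockdown and 4.66 ± 0.312 h in the overexpression line (SD, n = 2). The difference of 0.508 h gave an exact two-sided permutation p of 0.333, the smallest that 4 courses allow.

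**Figure D3:**
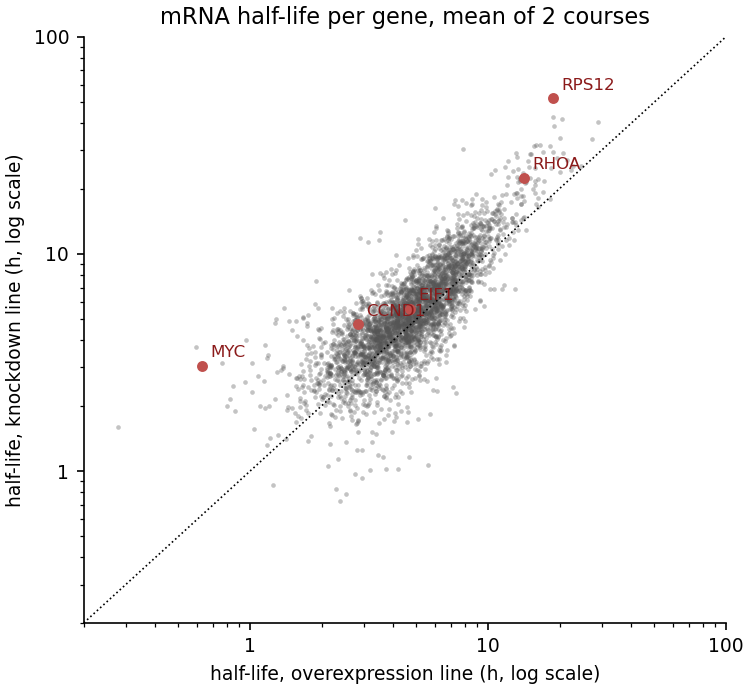
Mean half-life in h of each of the 3317 genes in the overexpression courses (horizontal) and in the knockdown courses (vertical), on log axes, with a point per gene and 5 named genes in red. The cloud lies slightly above the line of equality, with a median log2 ratio of 0.21.

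Median half-lives of most gene lists were longer in the knockdown courses, and the ratio was largest among genes with long half-lives. Ribosomal protein genes had a median half-life of 25.4 h in the knockdown and 15.8 h in the overexpression line, with all 17 measured members longer (median log2 ratio of 0.70, adjusted p of 3.7e-04 by camera). The pair medians were 0.94 and 0.95 with knockdown course 1 and 0.46 and 0.30 with knockdown course 2. Lysosome genes, the other list called as longer, were at 9.23 and 6.42 h, with 11 of 13 members longer (median of 0.44, adjusted p of 0.0494), among them NEU1, an enzyme that removes sialic acid from glycans, at a log2 ratio of 1.84. Their pair medians were 0.29 and 0.26 with overexpression course 1 and 0.67 and 0.69 with overexpression course 2. DNA replication genes were shorter relative to all genes, at 4.45 and 5.18 h, with 9 of 21 members above 0 (median of -0.09, adjusted p of 0.0106), and with pair medians of -0.29 and -0.26 with knockdown course 1 but -0.09 and 0.03 with knockdown course 2. With an estimated correlation each of these 3 lists had an adjusted p of 0.669. Camera did not match genes by half-life, and the median ratio was 0.45 in the bin of longest half-lives given below. Whether ribosomal protein and lysosome genes differed from other genes of similar half-life was not tested. The 15 other lists tested were not called. They included the actin cytoskeleton with 17 of 18 members longer (median of 0.33, adjusted p of 0.0887), the extracellular matrix with 15 of 16 (0.35, 0.113), glycolysis with 9 of 9 (0.36, 0.144) and mitosis with 15 of 29 (0.01, 0.0710).

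Over the 3317 genes the median log2 ratio of knockdown over overexpression was 0.21, and 69.2% of genes were longer. The between-line pairs of courses had medians of 0.13, 0.19, 0.22 and 0.28, and the pairs within a line -0.08 and 0.06. Without the 720 min library of overexpression course 1, which stood apart, the median was 0.10. The pairs with that course were then at -0.06 and -0.00, and those with overexpression course 2 at 0.22 and 0.28. The pair within the overexpression line, course 2 over course 1, went from -0.08 to -0.28. That is as large in size as the largest between-line pair. With 720 min left out of all courses the median was 0.17, and the pairs with overexpression course 1 were at 0.06 and 0.12. The pair within the overexpression line was then at -0.16. The median ratio was 0.17 in the bin of shortest half-lives (331 genes, median of 2.27 h) and 0.45 in the bin of longest half-lives (332 genes, median of 11.0 h).

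**Figure D4:**
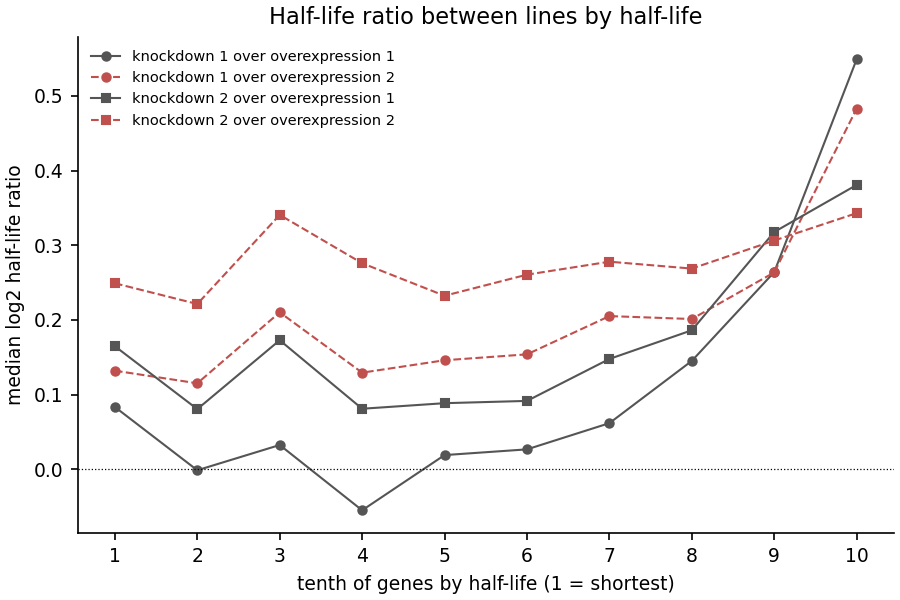
Median log2 ratio of half-lives, knockdown over overexpression, in 10 bins of genes ordered by half-life from the shortest, with a line per between-line pair of courses. The last bin, with a median half-life of 11.0 h, has a median ratio of 0.45 and pairs from 0.34 to 0.55.

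No single gene passed the test for a changed half-life. limma called 0 of 3317 genes, 256 had an unadjusted p under 0.05, and the lowest adjusted p among the named genes was 0.644, while the test recovered 89.4% of simulated 4-fold changes. No other tool was run on half-lives. Both knockdown values lay above both overexpression values for 1102 genes and below them for 310, where chance gives a single gene 16.7% each way. All genes share the same 4 courses, so a shift of a whole course moves these counts, and they do not measure chance across genes. Ratios from separate pairs of courses correlated across genes at r of 0.0596 and 0.0904, although log2 half-lives of separate courses correlated at 0.626 to 0.689. Among genes of at least 20 CPM with no overlap, the highest ratio was that of MYC at a log2 of 2.28 and the lowest that of the centromere histone CENPA at -2.00, with 1.16 ± 0.0239 h in the knockdown and 4.65 ± 0.612 h in the overexpression courses.

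The study asks whether half-life ratios account for changes in mRNA levels. Across the 3317 genes the log2 half-life ratio correlated with the log2 abundance difference at a Pearson r of 0.211 and a Spearman rho of 0.196. Genes are not independent replicates, so no p is given. With ratio and abundance taken from separate courses, r was 0.146 to 0.164. Without the limit on R2, r was 0.0225. E2F2, for example, had half-lives of 0.826 ± 0.539 and 2.29 ± 2.30 h beside its lower abundance, and RRN3, a factor of rRNA transcription, 4.83 ± 1.79 and 1.73 ± 0.550 h beside a log2 abundance difference of -0.53.

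Whether 24 h of s4U by itself moved abundance was asked by setting the 4 libraries at 0 min against the 4 unlabelled ones. No gene passed. edgeR called 0 of 11826 genes, 402 had an unadjusted p under 0.05, and DESeq2 called 2. The test recovered 81.8% of simulated 4-fold changes and 1.49% of 1.5-fold changes. As lists, p53 targets were higher at 0 min (median log2 of 0.38, 16 of 22 above 0, adjusted p of 0.00295 by camera), as were ribosomal proteins (0.25, 55 of 77, 0.00215), oxidative phosphorylation (0.21, 39 of 55, 0.0169), glycolysis (0.30, 14 of 17, 0.0280) and lysosome genes (0.15, 33 of 46, 0.0306). Cholesterol synthesis (-0.31, 5 of 24 above 0, 0.00755), DNA repair (-0.20, 8 of 29, 0.00102) and mitosis genes (-0.23, 12 of 34, 0.0306) were lower. With an estimated correlation none of these calls held, with an adjusted p of 0.175 for p53 targets and for cholesterol synthesis, 0.228 for DNA repair, 0.450 for the lysosome and 0.464 for the others. The remaining lists were not called, with adjusted p from 0.106 to 0.941. Of the 4 unlabelled libraries, 2 stood apart from the rest of their line. Without them edgeR called 1 gene, ATM, a kinase of the DNA damage response, at a log2 of -1.15 with an adjusted p of 0.00699, and that alternative was chosen after seeing the data.

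The decay fit assumes steady levels during the chase, and the 4 libraries at 1440 min were set against the 4 at 0 min to test that. Over the chase 10 of 24 genes of cholesterol synthesis rose, while 12 of 27 genes of the actin cytoskeleton and 10 of 26 of the extracellular matrix fell. These lists were called by camera at the preset correlation and not with an estimated one (adjusted p of 0.285, 0.234 and 0.285). INSIG1, a regulator of sterol sensing, rose from 32.5 ± 5.65 to 63.1 ± 19.9 CPM (SD, n = 4), a log2 of 0.96 (SE 0.19, adjusted p of 0.00255 by edgeR), in 4 of 4 courses. ANKRD1, an ankyrin repeat gene known from muscle, fell from 897 ± 622 to 233 ± 112 CPM, a log2 of -1.75 (SE 0.14, adjusted p of 3.1e-08), in all courses. List members named here, INSIG1 among them, were chosen after their values were seen. In total 552 of 11927 genes changed, 281 up and 271 down, and 2185 did so at an unadjusted p under 0.05. For the 552 genes the assumption of steady levels was not met, and they were not left out of the half-lives. EDN1 is among them, at -1.74. Of 77 ribosomal protein genes 1 was above 0. CCND1 was at -0.35 and -0.53 in the knockdown and 0.12 and 0.20 in the overexpression courses, a difference that did not pass. How far such changes moved the half-lives was not tested.

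Of 24 cholesterol synthesis genes 10 rose and 0 fell (median of 0.53, adjusted p of 1.2e-07), including HMGCS1, an early enzyme of the pathway, at 0.77 and MSMO1, a later one, at 0.84. Of 27 actin cytoskeleton genes 12 fell and 0 rose (-0.36, 2.0e-10), including smooth muscle actin ACTA2 at -1.11 and the tropomyosin TPM1 at -0.88. Of 26 extracellular matrix genes 10 fell (-0.35, 8.6e-05), among them THBS1 at -1.51, the basement membrane collagen COL4A1 at -0.96 and the matricellular protein gene CTGF at -0.98. Ribosomal proteins had 7 lower of 77 (-0.23, 5.7e-11), the proteasome 4 of 29 (-0.13, 3.5e-04), p53 targets 4 of 22 (-0.13, 0.0222), oxidative phosphorylation 1 of 55 (-0.14, 4.6e-04), and ribosome biogenesis and the lysosome 0 (0.00127 and 0.0195). Mitosis genes had 5 higher of 34 (0.21, 8.6e-05), with the topoisomerase TOP2A at 0.63, DNA repair 1 of 29 (0.31, 1.9e-05) and DNA replication 2 of 45 (0.14, 6.2e-04). With an estimated correlation none of these calls held, the lowest adjusted p being 0.234 for the actin cytoskeleton, then 0.285 for cholesterol synthesis, and the highest 0.497 for oxidative phosphorylation. Among genes of at least 10 CPM, the largest rises were in PLAT at 3.13, the retinoid enzyme DHRS3 at 2.30, the cytokine IL1B at 2.15, ESM1 at 2.04 and the desaturase SCD at 1.89. EDN1 fell by 1.74 and SLC7A11, a cystine transporter, by 1.28.

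The chase calls were fewer in each line alone, with 226 genes in the knockdown and 76 in the overexpression line, of which 182 and 72 were among the 552. They were 281 to 348 when any of the courses was left out and 211 with all 30 labelled libraries, and DESeq2 called 861. The label and chase comparisons share the 0 min libraries, so an opposite direction in both is not independent.

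In 2 genes the change over the chase differed between the lines. PLAT went from 26.2 ± 1.31 to 539 ± 219 CPM between 0 and 1440 min in the knockdown courses and from 7.94 ± 4.00 to 28.8 ± 6.99 CPM in the overexpression courses (SD, n = 2), a log2 difference of 2.51 (SE 0.36, adjusted p of 0.00158 by edgeR). TXNIP, a redox protein induced by glucose (chromosome 1, 145992435 to 145993850), went from 36.6 ± 9.51 to 79.2 ± 15.7 CPM in the knockdown and from 8.24 ± 1.69 to 2.91 ± 1.33 CPM in the overexpression courses, a log2 difference of 2.65 (SE 0.39, adjusted p of 0.00158). In between it was at 22.4 ± 3.39 CPM at 360 min in the knockdown courses, and the unlabelled libraries held 17.2 ± 6.90 CPM in the knockdown and 1.99 ± 2.81 CPM in the overexpression line. Both were named after their values were seen. Of 12280 genes tested, 721 had an unadjusted p under 0.05, DESeq2 called 14, and edgeR called 3 to 5 when any of the courses was left out. With each time course as a block edgeR called 19 genes. CCND1 had a difference of -0.60 (SE 0.23, adjusted p of 0.80) in the main test.

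**Figure D5:**
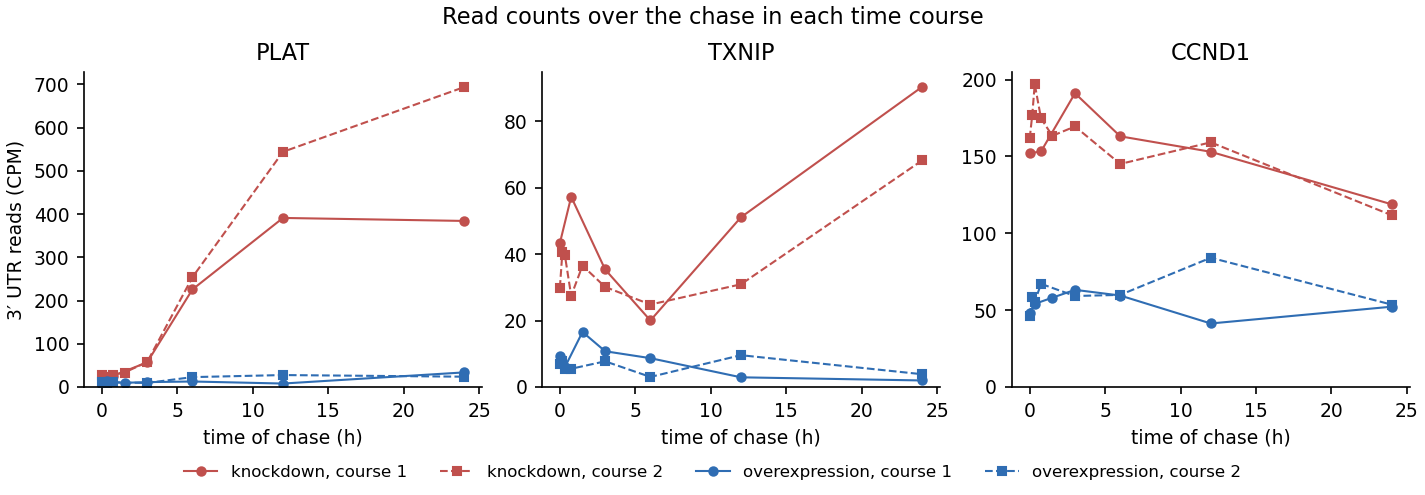
Abundance in CPM of PLAT, TXNIP and CCND1 against chase time in h, with a point per labelled library and a line per time course, on linear axes that start at 0. PLAT in the knockdown courses climbs from a mean of 26.2 CPM at 0 min to 539 CPM at 1440 min, and CCND1 lies higher in the knockdown than in the overexpression courses at every time point.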

Values the study reported

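The study reported a median mRNA half-life of 6.7 h over all genes in medium-sized cells, a group that is not among the libraries analysed here. For its small cells, in which a CCND1 allele is induced beside the shRNA, it gave a doubling time of about 19 h, and for its large cells, in which the CCND1 shRNA is induced, about 25 h.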

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

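A test of the difference between the lines singled out 2 genes whose change over the chase was not the same in both (edgeR, adjusted p of 0.00158 for each). PLAT, the tissue plasminogen activator, had a log2 difference of 2.51 (SE 0.36), from changes of 3.87 and 4.63 in the knockdown and 2.51 and 1.08 in the overexpression courses, so it rose in all of them. TXNIP had a log2 difference of 2.65 (SE 0.39), from changes of 1.04 and 1.16 in the knockdown and -1.81 and -0.73 in the overexpression courses, where its level went from 8.24 ± 1.69 to 2.91 ± 1.33 CPM (SD, n = 2). No explanation was tested for either gene.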

How the results depend on the processing

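The alternatives without the 720 min library of overexpression course 1, without all 720 min libraries, without libraries that stand apart and with a GC trend removed were chosen after seeing the data. Of 2885 genes that differed in abundance, between 2736 and 2880 were also called by DESeq2 (3594 genes), with no filter (3580), without multimapped reads (2754), with library-size scaling (2952), without the 3 libraries that stand apart (4292), without unlabelled libraries (3690) and without a GC trend (3645), and none of these calls was in the opposite direction. With a mean of at least 10 CPM 2372 genes were called, with all 34 libraries as samples 5311, and without a course 1992 to 2385. In the unlabelled libraries alone 4 were called, from 1 library per course in place of sums over 6, and 2 of these libraries stand apart. Of the 2885 genes, 94.8% of those measured there had the same direction, and the others included, among the named genes, IFIT2 (-0.24), MAP2 (-0.39) and TP53INP1 (-0.40), and the cause was not tested. With an estimated correlation 0 of 7 abundance lists and 0 of 3 half-life lists kept their call. That form also called 0 of 20 simulated shifted lists, so this loss does not decide whether the lists moved. Deviations of same-numbered courses correlated at 0.0552 in abundance and -0.0316 in half-life over 2 pairs, which gave no sign that replicate numbers pair the courses. With 2 courses per line these pairs are mirror images. Both unlabelled libraries that stand apart have replicate number 1, so pairing stays open. With the replicate block 5251 genes were called in abundance and 0 for half-lives, and the block ended no list call in abundance. With each time course as a block, which is a different block, 773 genes were called over the chase. It gave 19 for the difference of the chase between the lines and 0 for the label. For the label DESeq2 called 2 genes, and leaving out the unlabelled libraries that stand apart gave 1. The 552 genes changed over the chase were 861 by DESeq2, 76 within the overexpression line, 226 within the knockdown line, 211 with all 30 labelled libraries and 281 to 348 without a course, where the line with a lone course is assumed to vary like the other. The 2 genes with a differing chase were 14 by DESeq2 and 3 to 5 without a course. The median half-life of 4.96 h in the knockdown and 4.58 h in the overexpression line was 5.48 and 5.12 h without the R2 limit, 3.53 and 3.00 h with weights and a free amplitude, 5.73 and 5.31 h without any 720 min library, 5.01 h in the overexpression line without the 720 min library of its course 1, which puts it above the knockdown line, and 4.31 to 5.03 h and 4.11 to 4.62 h without a course. The median log2 half-life ratio of 0.21 was 0.28 with weights and a free amplitude, 0.10 without the 720 min library of overexpression course 1, 0.15 to 0.27 without a course, and above 0 in each alternative. The correlation of half-life ratio and abundance (0.211) was 0.0225 without the R2 limit, 0.234 with R2 of at least 0.8, 0.221 with no background or a common background, 0.174 with the 5 common time points, 0.221 without 1440 min, 0.222 with weights and with the share of converted reads, 0.184 at 10 CPM or more, 0.196 without the 720 min library of overexpression course 1, 0.175 without any 720 min library and 0.163 to 0.194 without a course. The cause was not tested for any of these shifts. For single named genes, 932 values in abundance and 109 in the chase stayed on their side of the threshold, and 110 and 1 fell short of it in the same direction. Of the values of 60 named genes, 719 half-lives and 672 half-life ratios moved by less than 1 SD and 9 and 56 by more. Changes of 1.5-fold lie below what the label and half-life tests recover at this depth and number of courses.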

Other observations

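Several gene lists that did not move as a whole held genes that differed between the lines in abundance. Among cytokine genes, IL1B was higher in the knockdown courses at a log2 of 1.76 (adjusted p of 1.1e-04 by edgeR) and LIF, a cytokine of the interleukin 6 family, at 1.89, and among interferon response genes IFI44L at 2.55. Among genes of amino acid and unfolded protein stress, the serine synthesis enzymes PHGDH and PSAT1 were lower at -1.20 and -1.08, with 17.2% of the reads of PSAT1 mapping to several places, while the chaperone gene DNAJB9 was higher at 1.15. Among immediate early genes, CITED2 was higher at 1.24 and the transcription factors EGR1 and KLF4 were lower at -1.19 and -1.66. The p53 target BAX, which promotes apoptosis, was lower at -1.17. Of 6 measured markers of retinal pigment epithelium, 3 were higher, the keratins KRT8 and KRT18 at 0.92 and 0.63 and the pigment cell regulator MITF at 0.96 (list median of -0.02, mean of 0.00, tested upward with an adjusted p of 0.415 by camera, 4 adjusted over the list alone). Of 5 neuron markers 3 were higher, SYT1 at 1.58, SNAP25 at 1.85 and MAP2 at 0.79 (list median of 0.86, adjusted p of 0.154, 3 adjusted over the list alone), the last of these at -0.39 in the unlabelled libraries alone. Of 7 bronchial markers KRT15 was higher at 1.60 (median of 0.84, adjusted p of 0.321, 1 adjusted over the list alone).

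Over the chase, genes of growth factor signalling went both ways, and those named next kept their direction in all 4 courses. The phosphatase DUSP6, which acts on ERK, rose by a log2 of 0.99 and PHLDA1 by 1.04, while DUSP1 was at -0.74 and the kinase SGK1 at -1.09 (36 measured, 4 higher, 5 lower, adjusted p of 0.730 by camera). The genes of this paragraph were named after their values were seen. Of 25 genes of amino acid and unfolded protein stress 7 fell and 1 rose, without a call for the list (adjusted p of 0.0583). PPP1R15A, a phosphatase subunit of the stress response, was at -1.10, the amino acid transporter subunit SLC3A2 at -0.93 and DDIT4, an inhibitor of mTORC1, at 1.72 (8.75 ± 3.21 to 28.9 ± 14.7 CPM, SD, n = 4). The cytokine gene CXCL8 rose by 1.32 and ATM by 1.04, and the other lists were not called, with adjusted p of 0.333 for cytokines and for the interferon response, 0.374 for glycolysis, 0.613 for zinc finger genes, and 0.0785, 0.733 and 0.760 for the bronchial, neuron and retinal pigment epithelium markers.

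Of the tests that follow, those of the 0 min libraries, the 720 min library, recovery from s4U, GC content and the splits of the libraries were chosen only after the result was seen. The test of recovery from s4U replaced an earlier form, set before its result was seen, which used genes picked with the same 0 min libraries.

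Half-lives had a median log2 ratio of 0.21 between the lines, and the pattern was weighed against growth and against single libraries. Noise in the 0 min libraries is argued against, as a fitted amplitude left 1.05 times the ratio (0.637 to 1.14 over 4 pairs of courses). The 720 min library of overexpression course 1 may account for some or all of the ratio in the pairs with that course, at 0.13 and 0.19 with it. Their mean was -0.032 without it (-0.06 and -0.00), while with 720 min left out of all courses they were at 0.06 and 0.12. The pairs with overexpression course 2, at 0.25 (0.22 and 0.28), do not use that library, so it cannot account for them. Without that library the overexpression courses differed from each other by as much, at -0.28 for course 2 over course 1. With 720 min left out of all courses that value was -0.16. Slower dilution by growth in the knockdown line would lower the decay constant alike in every gene, and the difference in the shortest bin over that in the longest was 1.83 (0.817 to 4.1), so growth and a change in mRNA decay cannot be told apart, since the pairs spread too widely. In the longest bin the decay constants differed by 0.0131 to 0.0203 per h over the 4 pairs. In the shortest bin they differed by 0.0166 to 0.0538 per h, in bin 8 by 0.01004 to 0.0186 and in bin 9 by 0.0152 to 0.0186. All of these are more than the difference in growth from the doubling times quoted from the study above. In bins 2 to 7, counted from the shortest, the pairs ran from -0.00639 to 0.0456 per h, on both sides of it. The doubling times come from other cultures and without an error, so growth stays open. A change in decay with cell size stays open and untested.

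The labelled share fell slowly in the first 180 min and faster later. Completion of long transcripts begun before the chase could not be judged. The early share left in long minus short genes was -0.00306 (-0.0277 to 0.0181 over 4 courses). The libraries read 3′ ends, which such transcripts would gain during the chase in uridine, so this value does not decide it. Labelled nucleotides left in the cells early in the chase are a candidate explanation, as genes with the shortest half-lives also fell slowly at first, at 0.262 times their later rate (0.152 to 0.459). No other explanation was tested.

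The 552 genes changed over the chase were set against other splits of the 8 libraries. Of the 34 splits that could be fitted, only the real one gave as many, with 0 genes in the highest other. Only 18 of these splits keep the lines even on both sides, and 8 also part the libraries of every course, too few for a share under 0.05. A GC content bias as the whole cause is argued against, since 487 of the 552 changed the same way with the GC trend removed. Recovery from s4U may account for part of the changes, as the label change and the chase change from different replicate numbers correlated at -0.280 (-0.322 and -0.237) over 552 genes picked by the size of their chase change, and at -0.197 and -0.183 over all 8417 genes of at least 10 CPM. In each pair of values the first takes the label change from replicate number 1, whose unlabelled libraries both stood apart, and the chase change ran with GC content at r of -0.185, so a part shared through GC content is not excluded. The medium was changed every 3 h in the pulse, and the study's methods describe no change within the chase. The libraries at 1440 and 0 min therefore also differ in the age of the medium and in time in culture. The part of these differences in the changes was not tested. A response to the fresh medium stays open. By 360 min 0.316 of the change at 1440 min was there (0.236 to 0.434 over 4 courses), which is less than an early response predicts in each of them, while the low share that its absence predicts was met in all but knockdown course 1. For the label itself the real split gave 0 genes and the highest other 0. All 34 splits had to give as many, so this count says nothing about chance.

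The rate at 0 min in the bin of longest half-lives was 0.876 times that in the middle of the range (0.803 to 1.0 over 4 courses), which leaves open whether a 24 h pulse fell short of saturation there.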
